A study of Homo sapiens with 24 samples.

How the data were processed

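Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in cells labelled hTert-HME1, a human mammary epithelial line immortalised with telomerase. Per the labels, the series had 24 libraries in 9 groups. Duplicate libraries were made for input, HAT1 and Rbap46, and triplicate libraries for H4K12ac, H4K5ac and H3K9ac in shControl and in shHAT1 cells. HAT1 is a histone acetyltransferase and Rbap46 (RBBP7) is a histone chaperone that forms a complex with it. H3K9ac is acetylation of lysine 9 of histone H3, and shHAT1 cells express a short hairpin RNA against HAT1. Per the labels' protocols, chromatin was crosslinked with formaldehyde, nuclei were lysed in RIPA buffer and the extract was sonicated before immunoprecipitation.

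The values used were those of 2 tables of the authors' own comparisons, of Rbap46 against input and of H3K9ac in shControl against shHAT1 cells. These tables covered 4 of the groups, with 10 libraries. The other 5 groups, with 14 libraries (HAT1, H4K12ac and H4K5ac), were not analysed here. The layout of the tables, per the file headers, is that of a DiffBind report. Each line gives a site with its position, the log2 mean normalized read concentration of all libraries and of each group, a fold, a p-value and a false discovery rate (FDR). The aligner, genome build, peak caller, scaling between libraries and test behind the p-value were not stated in the labels or the file headers.

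The deposited concentrations and folds were log2 values. The overall concentration equalled the log2 of the mean of both groups' values raised from base 2, with a largest deviation of 0.00971 for Rbap46 and 0.00912 for H3K9ac. With base 10 the largest deviations were 0.619 and 0.639. The fold equalled the difference of the group values within 0.01, as Rbap46 minus input and as shControl minus shHAT1. A positive H3K9ac fold therefore stands for lower signal in shHAT1 cells. The deposited p-value and FDR were used as given. Their relation by rank was that of a Benjamini-Hochberg adjustment over between 80824 and 80832 sites for Rbap46 and between 12047 and 12049 sites for H3K9ac. The tables thus held 37.7% and 18.2% of the sites the authors tested, and sites that did not pass the FDR limit were not used here. The line numbers of the tables ran on with 0 missing. Most sites had the smallest width of 501 bp, namely 98.4% of Rbap46 sites and 78.5% of H3K9ac sites, and the others were wider, up to 1438 bp and 1931 bp.

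Values per library were not used here, since the authors' columns are group means, so no SD, no model fit and no replicate check could be computed. Sequencing depth per library is unknown. The number of reads behind a site is given only through its normalized concentration. The design written before the data were examined foresaw a test per site if values per library were given. With group means only, sites were counted at the authors' FDR, under 0.05 for Rbap46 and under 0.1 for H3K9ac. The 2 tables were normalized separately, and levels were not tested between them except within a chromosome of each.

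Sites of both tables were compared by overlap of at least 1 bp, and the relation of H3K9ac direction to Rbap46 overlap was tested with a two-sided Fisher's exact test. Direction by chromosome was tested with a permutation test of the chi-square statistic (100000 resamples) over chromosomes with at least 10 H3K9ac sites. In each table the sites named were the 3 with the most positive and the 3 with the most negative log2 fold among sites at FDR under 0.05. Any other site is said to be chosen after its values were seen. The planned test of Rbap46 sites at histone H4 genes was not run, because no annotation of the build of the tables was used here. A gene table of assembly GRCh38.p14 was used for names only. It matched 15 of 15 H4 gene symbols fixed before the data were examined. In that assembly, 426 Rbap46 sites on 15 chromosomes and 48 H3K9ac sites would lie beyond the last gene of their chromosome, so its positions were not joined to the tables.

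Input levels were scanned along each chromosome, in order of position, for the run of at least 10 sites whose mean differed most from the rest, expressed as z. The scan was repeated inside the run found on each of 20 chromosomes. On simulated data the scan found 50 of 50 planted runs of 60 sites, raised by 2 on the log2 scale among 354 sites, within 5 sites of both ends. Medians were compared with two-sided permutation tests of 100000 resamples, in some cases within deciles of concentration. For this test, with fewer resamples, 9 of 200 simulated sets of 44 random sites among 2191 gave a p under 0.05 without a shift. With a shift of 0.3, 200 of 200 did. The simulated sets were scattered sites, so they do not check the test for a region of neighbouring sites. Sites are not independent replicates, so p-values over sites describe sites and not cell cultures. Python 3.11 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The alternatives tried were other FDR limits, a minimum fold, a limit on concentration, autosomes only, and other definitions of overlap and of chromosome counts.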

Results

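ChIP-seq of cells labelled hTert-HME1, a mammary epithelial line, was used to map Rbap46, the partner of the histone acetyltransferase HAT1. It was also used to measure H3K9ac after HAT1 depletion. Rbap46 was represented by 2 libraries and compared with 2 input libraries. H3K9ac was represented by 3 libraries of shControl cells and 3 libraries of shHAT1 cells. Values per site were the authors' group means, folds and FDR from their deposited tables, without a spread between replicates, and depth per library is unknown. Positions are given as in those tables, whose genome build was not stated.

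The first comparison asked where Rbap46 was enriched over input chromatin. The authors' deposited table held 30475 sites on 23 chromosomes. At FDR under 0.05, 30418 sites had a higher level in Rbap46 than in input and 50 sites had a lower level. A further 7 sites stood at an FDR of exactly 0.05. The median log2 fold of the positive sites in the authors' deposited table was 1.05, with quartiles of 0.87 and 1.27. On the linear scale this median was a 2.07-fold enrichment. Requiring at least a 2-fold difference left 17678 sites above input and 29 below. A log2 fold of 2 or more was reached by 295 sites.

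The smallest fold that passed the FDR limit depended on read concentration. Positive sites were divided by concentration into 4 sets of similar size. The smallest log2 fold in the authors' deposited table was 0.72 in the set of lowest concentration and 0.33 in that of highest concentration. Weak enrichment was thus not detectable at sites with few reads.

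The 3 sites with the most positive Rbap46 fold lay on chromosomes 11, 7 and X. The site on chromosome 11 from 118306555 to 118307055 had a log2 fold of 4.15 in the authors' deposited table, with levels of 10.33 in Rbap46 and 6.18 in input and an FDR of 3.28e-196. The site on chromosome 7 from 8857168 to 8857668 had the same log2 fold of 4.15 in the authors' deposited table but far fewer reads, with levels of 4.72 and 0.57 and an FDR of 1.1e-05. On chromosome X, the site from 77359300 to 77359800 had a log2 fold of 3.98 and an FDR of 0.00722 in the authors' deposited table, although its levels of 10.05 and 6.07 were close to those of the chromosome 11 site. The site with the next smallest p-value after that on chromosome 11 lay on chromosome 6 from 26204530 to 26205030 and was chosen after its values were seen. Its log2 fold was 3.34 and its FDR 7.27e-156 in the authors' deposited table.

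Among the sites below input, the most negative log2 fold in the authors' deposited table was -2.43, on chromosome 5 from 79946375 to 79946875 (FDR 2.31e-11). A site on chromosome 3 from 96335933 to 96336433 had a log2 fold of -2.31 (FDR 1.66e-05) in the authors' deposited table. A site on chromosome 16 from 33293852 to 33294352 had a log2 fold of -2.25 (FDR 0.00214) in the authors' deposited table. Of the 10 sites with the highest input level in the authors' deposited table, 6 were below input. The highest input level was 13.31.

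**Figure D1:**
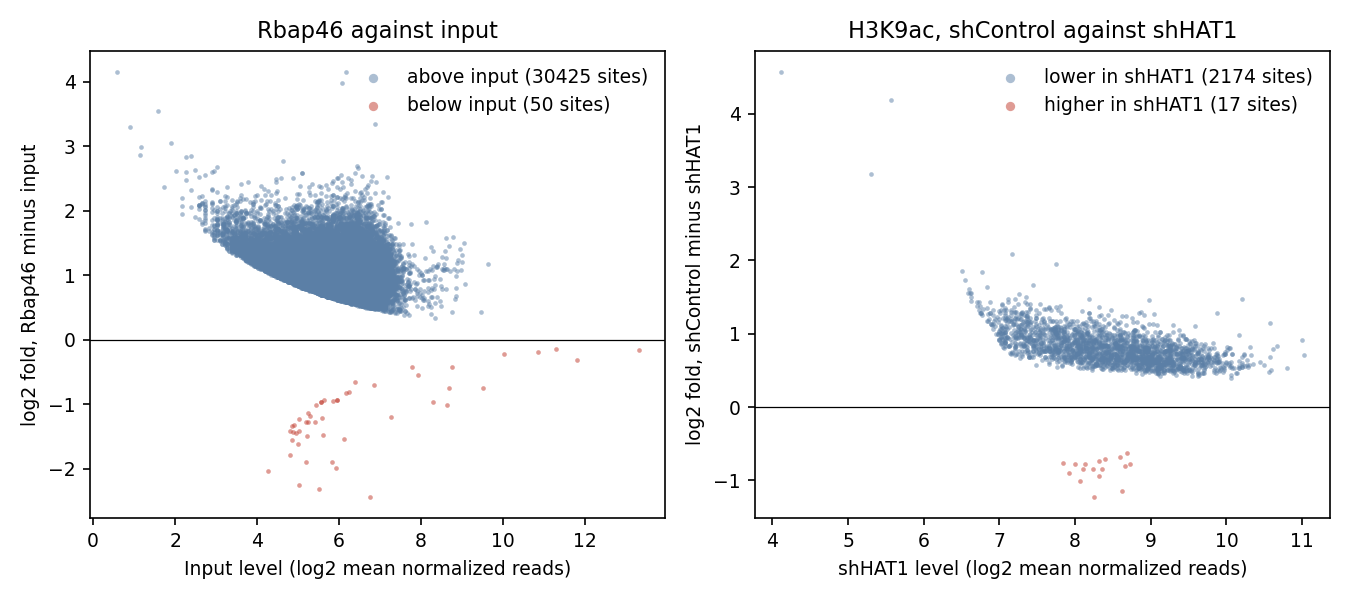
Log2 fold of each site against the level of the subtracted group, as log2 mean normalized reads. Left, Rbap46 minus input against the input level, and right, H3K9ac as shControl minus shHAT1 against the shHAT1 level. Each point is a site of the authors' deposited table; 30425 Rbap46 sites lie above input and 50 below, and 2174 H3K9ac sites are lower in shHAT1 and 17 higher.

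Input level was not uniform along the chromosomes. Over the 755 Rbap46 sites of chromosome 22, the run that differed most comprised 177 sites between 19096833 and 23594296. The median input level there was 7.51 in the authors' deposited table, against 5.50 over the other sites of the chromosome. Inside the run, 10 sites from 21496732 to 21910747 had a median of 5.75 in the authors' deposited table. The difference of the whole run, 2.01 on the log2 scale, amounts to a 4.03-fold higher input. Its z of 20.5 exceeded the largest z of 6.09 in 100 shuffles of the sites within all chromosomes. The runs of 15 of the 23 chromosomes did so, with the next largest z, of 15.97, on chromosome 3. Most of these runs differed by less, such as 0.89 over 34.3 Mb of chromosome 18, 0.69 over 44.1 Mb of chromosome 10 and -0.62 over 134 Mb of chromosome 3. A run of 42 sites on chromosome 1 differed by -1.21. The run was raised by 1 or more on the log2 scale on 3 chromosomes, namely 13, 16 and 22. On chromosomes 13 and 16 it held 10 sites each, and its z of 5.66 and 5.81 was below the largest z of the shuffles. In the run of chromosome 22 the Rbap46 level was raised as well, with a median of 8.24 against 6.61 in the authors' deposited table. The median Rbap46 fold in the run was 0.79, against 1.11 on the rest of the chromosome, from the same table deposited by the authors. Smaller folds passed the FDR limit at higher concentration, so this difference does not by itself show weaker Rbap46 enrichment in the run. A shorter run of 25 sites on chromosome 9, between 133587876 and 134207077, had a median input level of 7.75 in the authors' deposited table, against 5.88 over the other sites of the surrounding segment.

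The shControl H3K9ac level was not raised in the segment of chromosome 22. Its median over the 4 H3K9ac sites there was 9.28 in the authors' deposited table, against 9.42 over the other 41 H3K9ac sites of the chromosome. A two-sided exact permutation test of the difference of means, not medians, gave a p of 0.836.

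**Figure D2:**
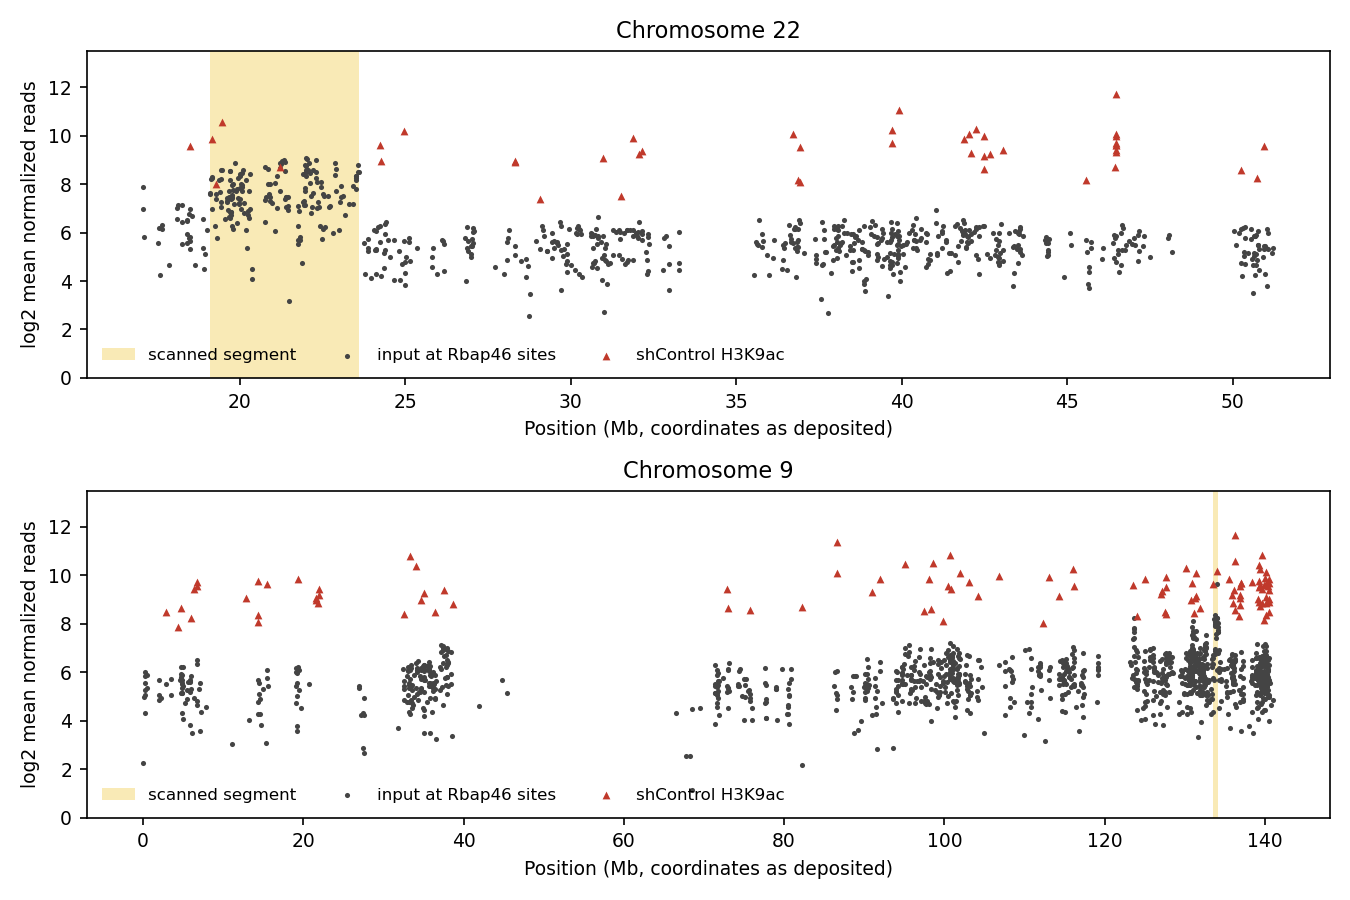
Input level at Rbap46 sites (dots) and shControl H3K9ac level at H3K9ac sites (triangles), as log2 mean normalized reads, by position on chromosomes 22 and 9. Shading marks the runs of 177 and 25 sites with median input levels of 7.51 and 7.75; levels of the 2 kinds of library were normalized separately.

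The second comparison asked how H3K9ac changed when HAT1 was depleted. The authors' deposited table held 2191 sites at an FDR under 0.1, of which 2174, or 99.2%, had lower H3K9ac in shHAT1 cells and 17 had higher H3K9ac. At FDR under 0.05 the counts were 790 and 5. At FDR under 0.01, 44 lower sites and 0 higher sites were left. Each of the 17 higher sites had an unadjusted p-value under 0.05. This is no further check, since the largest p-value of the authors' test in the table was 0.0182. The median log2 fold of the lower sites, shControl minus shHAT1, was 0.78 in the authors' deposited table, which is a 1.72-fold difference. At least a 2-fold difference was reached by 404 lower and 3 higher sites. The split between directions holds under the authors' scaling of the libraries, which was not stated. The effect of another scaling on it was not analysed here.

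By group means, the largest H3K9ac losses lay at a pair of neighbouring sites on chromosome 6, separated by 176 bp. The site from 66970079 to 66970949 had a log2 fold of 4.57 in the authors' deposited table, with levels of 8.69 in shControl and 4.12 in shHAT1 and an FDR of 0.0172. The site from 66969402 to 66969902 had a log2 fold of 4.19 and an FDR of 0.0227 in the authors' deposited table. The nearest Rbap46 site was 1102 kb away. The third site by rank lay on chromosome 8 from 120220125 to 120221089, with a log2 fold of 1.85 and an FDR of 0.0204 in the authors' deposited table. The smallest p-value belonged to a site on chromosome 12 from 120729570 to 120730070, chosen after its values were seen, with a log2 fold of 1.13 and an FDR of 3.85e-05 in the authors' deposited table. The authors' test gave it a p of 3.78e-09, against 9.35e-05 and 0.000303 for the pair on chromosome 6, despite the larger folds of the pair. Unequal levels in the replicate libraries of a group would give such values, which group means cannot show.

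Among the sites with higher H3K9ac in shHAT1 cells, the most negative log2 fold in the authors' deposited table was -1.22, on chromosome 1 from 33167954 to 33168922 (FDR 0.0379). The site on chromosome 6 from 114179128 to 114179628 had a log2 fold of -1.14 (FDR 0.0341) in the authors' deposited table. The site on chromosome 11 from 45921278 to 45921778 had a log2 fold of -1.01 (FDR 0.0349) in the authors' deposited table.

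Changed H3K9ac sites were then set against Rbap46 sites above input. Of the 2191 H3K9ac sites, 1668, or 76.1%, overlapped an Rbap46 site. The overlap comprised 1658 of 2174 sites lower in shHAT1 (76.3%) and 10 of 17 higher sites (58.8%). The odds ratio was 2.25, with a two-sided Fisher's exact p of 0.147. The difference between directions was therefore within what chance gives with 17 higher sites. It passed 0.05 when an overlap of at least 50% of the H3K9ac site was required, with an odds ratio of 3.84 (Fisher's exact p of 0.0137). Sites at which H3K9ac did not change were not analysed here, so the overlap was not compared with them. The overlap also takes both tables to be of the same cell line, as labelled, which the input levels leave open.

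From the side of Rbap46, 1649 positive sites overlapped a changed H3K9ac site and 28776 did not. The share that overlapped was 3.70% of sites with a log2 fold under 1, 5.64% between 1 and 1.5, 10.7% between 1.5 and 2, and 19.7% at 2 or more, with folds from the authors' deposited table.

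The direction of H3K9ac change was also compared between chromosomes. The 17 higher sites were spread with at most 3 on any of the 23 chromosomes, and the permutation p of the chi-square statistic of 36.0 was 0.0572. With only chromosomes of at least 20 sites this p was 0.0358.

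The number of changed sites did vary along the genome. The 1-Mb window with the most H3K9ac sites was that from 26 to 27 Mb of chromosome 6, with 28 sites, followed by those from 2 to 3 Mb and from 3 to 4 Mb of chromosome 16, with 21 and 18 sites. In the 2 Mb from 26 to 28 Mb of chromosome 6, all 44 H3K9ac sites were lower in shHAT1. Their median log2 fold was 1.10, against 0.77 for the 2147 other sites in the authors' deposited table. The difference of 0.33 had a permutation p of 1e-05, the smallest that the resamples can give. Of these 44 sites, 33 overlapped an Rbap46 site. The same window from 26 to 27 Mb held 5 of the 295 Rbap46 sites with a log2 fold of 2 or more, more than any other 1-Mb window. With a limit of 1.5, the fullest window lay on chromosome 19, with 22 sites. Among windows of 2 Mb with at least 10 H3K9ac sites, that from 136 Mb of chromosome 9 had a higher median H3K9ac fold than the region of chromosome 6, at 1.26 over 12 sites in the authors' deposited table. Neither table held a site on chromosome 6 between 28459724 and 33456195. In the gene table of GRCh38.p14, 12 of the 15 histone H4 genes are on chromosome 6. Whether sites lie at their promoters was not analysed here.

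**Figure D3:**
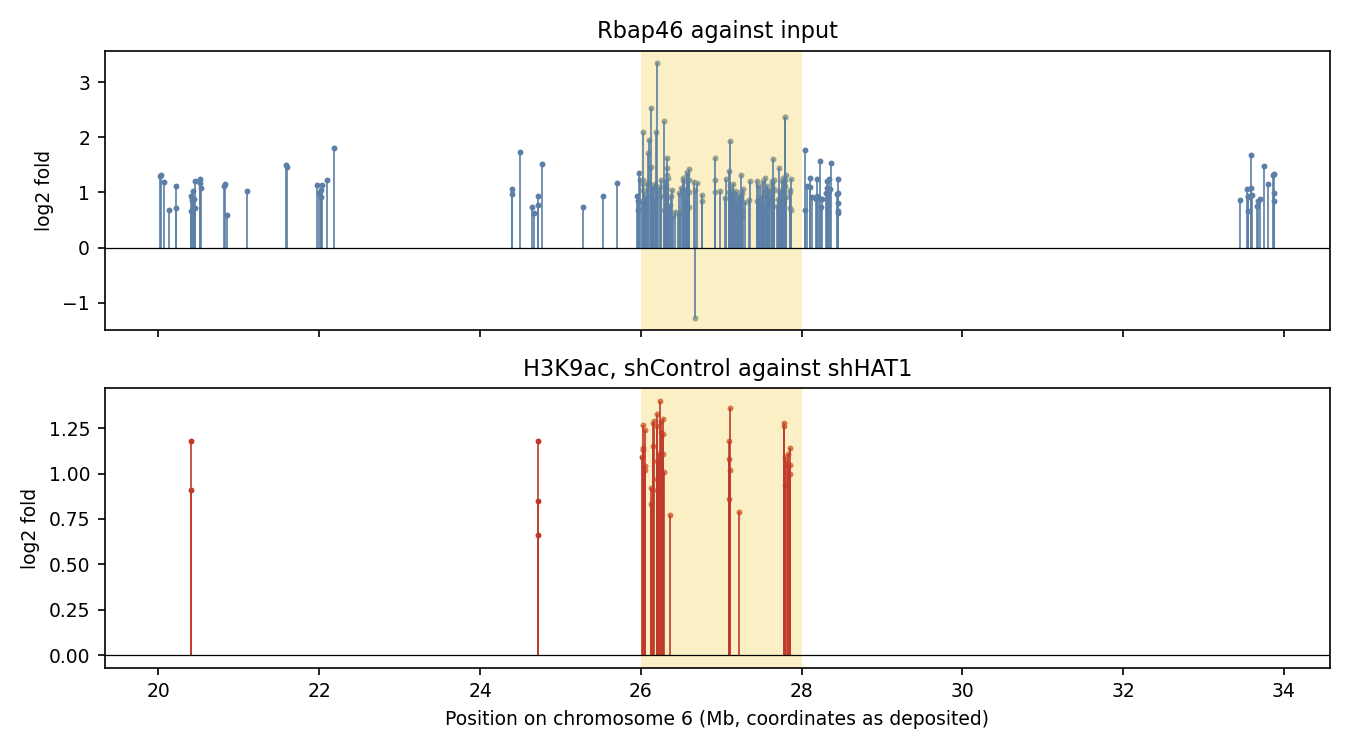
Log2 fold of each Rbap46 site (Rbap46 minus input, top) and H3K9ac site (shControl minus shHAT1, bottom) by position on chromosome 6 in Mb. The shaded 2 Mb from 26 to 28 Mb hold 44 H3K9ac sites with a median log2 fold of 1.10 in the authors' deposited table.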

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

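Alternatives for counts, overlap and direction by chromosome were fixed before the data were examined; those for the windows, the region of chromosome 6 and the input level were chosen after the result was seen. Of the 27 alternatives fixed beforehand that gave a value, 11 left a count within 1.5 times, or a test with its direction and its side of the threshold. A further alternative reversed the direction of a test that stayed above 0.05.

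Rbap46 sites above input numbered 30418, and 17678 with at least a 2-fold difference. Sites below input fell from 50 to 19 at FDR under 0.01, to 29 with at least a 2-fold difference and to 16 among sites above the 25th percentile of concentration. H3K9ac sites lower in shHAT1 fell from 2174 to 790 at FDR under 0.05, to 44 at FDR under 0.01 and to 404 with at least a 2-fold difference. Higher sites fell from 17 to 5, to 0 and to 3 under the same limits, and to 2 among sites above the 25th percentile of concentration. All 17 had an unadjusted p under 0.05, but so had every H3K9ac site of the table, so this is no further check. Each of the limits on FDR, fold and concentration removes sites by construction. Under every one of these limits, sites above input outnumbered those below, and sites lower in shHAT1 outnumbered those higher.

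The odds ratio of overlap with Rbap46 by H3K9ac direction was 2.25 (Fisher's exact p of 0.147). It passed the threshold at 3.84 with overlap of at least 50% of the H3K9ac site (p of 0.0137) and at 3.41 within 1 kb (p of 0.0226). It reversed to 0.681 among sites with at least a 2-fold difference (p of 1), where only 3 higher sites were left. Across all alternatives p ranged from 0.0137 to 1. None of these alternatives matched the sites on concentration. The permutation p of direction by chromosome, 0.0572, passed the threshold at 0.0358 with chromosomes of at least 20 sites and at 0.0449 with neighbours within 100 kb counted once. It was 0.279 at FDR under 0.05. The cause was not tested.

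Of the added alternatives, the fullest 1-Mb window for Rbap46 held 5 sites at a log2 fold of 2 or more on chromosome 6, but at 1.5 or more the fullest window held 22 and lay on chromosome 19.

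An FDR limit of 0.1 could not be tried for Rbap46, whose table ends at 0.05. Leaving out a library, another normalization and a replicate block were not run. No paired analysis was possible because the tables hold group means and no values per library. For the same reason other splits of the libraries could not be counted. The H4 promoter alternatives were not run.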

Other observations

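The patterns below were noticed in the data first. The tests on input level, on the gap of chromosome 9, on the first 60 Mb of chromosome 6, on the windows of Rbap46 sites, on chromosome 16, on the site of chromosome X, on H3K9ac sites at 43 to 45 Mb of chromosome 17 and on the sites below input were chosen only after the result was seen.

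The median input level was 4.03-fold higher over 4.50 Mb of chromosome 22. Inside the raised run, 10 sites from 21496732 to 21910747 had a median of 5.75, near the 5.50 of the rest of the chromosome. The z of these 10 sites in the second scan, 5.56, was below the largest z of the shuffles, 6.09. By that limit a break in the rise was not shown. For the whole run, order by chance is argued against by 0 of 100 genome-wide shuffles with a z as large as its 20.5. Passing the shuffles does not single out chromosome 22, since the runs of 15 of 23 chromosomes exceeded the largest z of the shuffles. Large differences occurred elsewhere as well, with 42 sites on chromosome 1 at a difference of -1.21 (z of 9.31) and the short run on chromosome 9 described below. Single repeats are argued against as well, since 86.4% of the 177 sites were raised by 1 or more on the log2 scale, against 3.11% of the other sites. A copy number gain shared by the cells used for H3K9ac would raise the shControl level by about as much as input. The difference of medians there was -0.145 (4 sites against 41). The median input difference of 2.01 was subtracted from the 4 sites, and an exact permutation test of the difference of means then gave a p of 0.000235. The number of H3K9ac sites is small, and the sites were selected for change. H3K9ac level also depends on promoter activity.

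A candidate explanation is that the Rbap46 and input libraries hold DNA of cells with another karyotype than the H3K9ac libraries. Copy gains of this kind on the long arms of chromosomes 22 and 9 are known for the leukaemia line K562, which carries amplified BCR-ABL1. A gain on the long arm of chromosome 13 and a loss on the short arm of chromosome 9 are known for it too. This list was written from general knowledge, after the regions had been seen. Runs on chromosomes that the list does not name, such as 3, 10 and 18, were not set against that line. A short run on the long arm of chromosome 9 was raised by 1.87, which the explanation needs. It was found by a second scan inside the first run, and of 20 chromosomes scanned this way it had the largest z, of 10.5. Only chromosome 1 had another such run raised by 1 or more, by 1.06, inside a run of low input. Whether the H3K9ac libraries share the chromosome 9 rise was not tested, since the run held 1 H3K9ac site, from 134000437 to 134001387. Its shControl level of 10.17 in the authors' deposited table lay above the median of 9.39 of the other 112 sites of the chromosome, of which 13 were at least as high. A gain of the chromosome 9 run in the H3K9ac cells is thus not excluded. Whether the runs end at BCR and ABL1 was not tested, since no annotation of the build was used here. On chromosome 13, the run of 10 sites from 103497958 to 108594843 was raised by 1.41, but its z of 5.66 was below the largest of the shuffles, so a gain there was not shown. The highest input level of that chromosome in the authors' deposited table, 8.30 from 91999653 to 92000153, lay outside the run. The next highest, 8.11, lay inside it, and the chromosome median was 5.28. Single sites cannot decide on a gain. A gap of 6.21 Mb on chromosome 9, from 20684557 to 26892351, held no Rbap46 site but 5 H3K9ac sites, with a median shControl level of 9.09 against 9.27 over all sites. The next longest gaps on that arm, of 4.27 Mb and 3.50 Mb, held 0 H3K9ac sites each and bear on no difference between the libraries. A deletion and a lack of Rbap46 binding cannot be told apart there, because only sites that passed the FDR limit are in the table. A gain that arose in a subculture of hTert-HME1 remains open too, and the labels name that line for every library. Genotypes from the reads would decide between these.

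The larger H3K9ac loss at 26 to 28 Mb of chromosome 6 was examined further. Chance clustering is argued against by a permutation p of 0.0045 for as high a median in any of the 21 windows of 2 Mb with at least 10 sites. Against sites of the same concentration decile the difference was 0.25, with a permutation p of 1e-05, the smallest that the resamples can give. Against the other 43 sites in the first 60 Mb of chromosome 6 it was 0.32 (permutation p of 5e-05), which argues against a copy number change of the whole arm. Neighbouring sites tend to have similar folds, but none of 1250 other runs of 44 consecutive sites had as high a median, and the highest was 0.99. These runs share sites with one another, so far fewer than 1250 of them are independent comparisons. The region was not alone: 12 sites from 136 Mb on chromosome 9 had a median of 1.26. A copy number change of 26 to 28 Mb alone stays open. A hypothesis that the design allows is that HAT1 depletion may lower H3K9ac more at histone genes, which lie in clusters on chromosome 6, but their positions in this build were not used here.

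In the same region, the 5 strong Rbap46 sites from 26 to 27 Mb were more than chance placement among all Rbap46 sites gave, with a permutation p of 0.0341 over all windows. The p was 0.00683 with windows of 2 Mb, where the fullest window held 7 sites. With a limit of 1.5 the fullest window lay on chromosome 19, with 22 sites and a smaller permutation p of 0.00063. Clustering of Rbap46 sites with large folds is thus not particular to chromosome 6. At 1.5 only the fullest window was tested, so whether the sites of chromosome 6 exceed chance at that limit stays open.

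Rbap46 folds were larger at sites that overlapped a changed H3K9ac site, with medians of 1.18 and 1.05. Concentration accounts for part of this. Against sites of the same concentration decile the difference was 0.07, with a permutation p of 1e-05, the smallest that the resamples can give. Open chromatin, which raises the yield of many ChIP experiments at active promoters, was not tested and stays open.

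Both tables lacked sites on chromosome 6 between 28459724 and 33456195, just after the region above. A reference with alternate haplotype sequences, together with a filter on uniquely mapped reads, could empty such a stretch. It would also empty the region at about 43 to 45 Mb of chromosome 17. There the longest gap between Rbap46 sites was 0.497 Mb, 21st by length on the chromosome, which argues against that explanation for the Rbap46 table. The chromosome 6 stretch was 2nd by length there. The H3K9ac table held no site from 43225706 to 45000096, where 25 Rbap46 sites lay. That gap of 1.77 Mb was 10th of 127 on chromosome 17, and the H3K9ac gap around the chromosome 6 stretch was 5th of 147. H3K9ac sites are sparse enough for such gaps, so a filter in that table alone cannot be told apart from sparse sites. The cause remains open.

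The site of chromosome X from 77359300 to 77359800 had a z, computed from its p-value in the authors' deposited table, that was 0.229 of the median of the 50 sites nearest in both levels. Among the 299 sites with an absolute log2 fold of 2 or more, the next lowest ratio was 0.782. Unequal levels in the replicate libraries of a group would give such a value. This cannot be told apart from other causes, because values per library were not used here.

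The first 40 Mb of chromosome 16 held 150 changed H3K9ac sites for 674 Rbap46 sites, or 22.3 per 100, against 10.1 on the rest of the chromosome and 7.19 over the genome. A copy number difference between shControl and shHAT1 cells would shift all folds of the arm. The median fold differed from that of other sites by 0.025 (permutation p of 0.239). Unchanged sites are not in the table, so a shift cannot be told apart from a region with many active promoters.

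Of the 50 sites below input, 17 had another within 1 Mb, against a median of 4 in random draws of 50 sites (permutation p of 9e-05). A candidate explanation for part of them is sequence with more copies in the cells than in the reference, since 6 of the 10 highest input levels of the table were among them. The median input level of the 50 sites was 5.62, below the 5.84 of the sites above input, so the explanation covers only some of them. No biological explanation was tested.

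The pair of H3K9ac sites on chromosome 6 near 66970079 stood apart, with log2 folds of 4.57 and 4.19 in the authors' deposited table. The next largest fold at any FDR in that deposited table by the authors was 3.18, on chromosome 19 from 35739372 to 35739872, with an FDR of 0.0706. No explanation was tested for the pair. Unequal levels in the replicate libraries of a group stay open, because values per library were not used here.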
